A study of Homo sapiens with 3 samples.

How the data were processed

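The series measured RNA in single fixed cells of human microglia cultures with the 10x Genomics Flex assay, in which pairs of DNA probes hybridise to chosen stretches of each transcript and the ligated probes, not the transcripts, are sequenced. Per the labels, the microglia came from 1 vial of haematopoietic progenitor cells of the induced pluripotent stem cell line GM25256, grown alone (monoculture) or with neurons and astrocytes (co-maturation), and were taken on day in vitro 28. The labels do not name the species of the astrocytes. Cells were released with Accutase, for a shorter time in monocultures, fixed and hybridised overnight with human probes carrying a probe barcode. The 3 deposited samples held 5 libraries, 2 of monocultures and 3 of co-maturation cultures, spread over 3 Flex libraries. Flex library 1 held monoculture library 1 and co-maturation library 1, Flex library 2 held co-maturation library 2, and Flex library 3 held monoculture library 2 and co-maturation library 3. The protocol text in the labels also has every condition in all 3 lanes and 1 barcode per condition, which the descriptions of the samples do not show, and the layout here follows those descriptions. Probe barcode 1 marked the monocultures, barcode 3 marked co-maturation library 1, and barcode 2 marked co-maturation libraries 2 and 3, so the probe barcode and the culture cannot be told apart. The labels call the libraries technical replicates, so every p-value below measures only the spread between libraries.

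The deposited values were raw UMI counts per gene and barcode for all barcodes, with no cell filter and no normalization by the authors. Per the submitters' processing notes, Cell Ranger 9.0.0 and the GRCh38 build were used, and Seurat 4.3.0 is named there with no role. The probe set and the settings of the counting are not given in the sources used here. The other deposited columns held cell barcodes and gene names. Of the listed features, 542 were named as deprecated, held 1.19% of UMIs and were left out, which left 38644 features. Gene positions came from GENCODE v44 on GRCh38, in which 38614 of these features were found.

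Cells were barcodes with at least 1000 UMIs and 500 genes and at most 15% mitochondrial UMIs, which removed 1 cell of monoculture library 1 and 3, 1 and 1 cells of co-maturation libraries 1, 2 and 3 by the mitochondrial limit. Scrublet, with an expected rate of 6%, marked 0, 0, 2.19, 0 and 0.0550% of the cells of monoculture library 1, co-maturation library 1, co-maturation library 2, monoculture library 2 and co-maturation library 3. The caller is taken as not having worked, and the marked cells were left out. Microglia-like cells with markers of neurons or glia made up 1.84% in monoculture library 1, 3.05% in co-maturation library 1, 4.67% in co-maturation library 2, 0.660% in monoculture library 2 and 3.70% in co-maturation library 3, and the tests were repeated without them. Counts were log-normalised, 2000 variable genes were reduced to 30 principal components, and cells were grouped by Leiden clustering at resolution 1 on 15 neighbours with seed 1 (Python 3.11.15, scanpy 1.11.5, igraph 0.11.9, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). A cluster was named from fixed marker lists, 17 genes each for myeloid cells and neurons, when detected in at least 20% of its cells, and stayed unnamed when it held markers of another class as well or its leading genes went against the name. S100B, on the astrocyte list, was detected in 44.1 to 97.5% of the cells of every myeloid cluster and was not counted against a name. That exemption was decided after the detection values were seen. It keeps cluster 8 (2714 cells, nearly all from co-maturation) among the microglia-like cells, which would otherwise be unnamed, and results without cluster 8 are given. In the alternative with at least 500 UMIs and 250 genes, leading collagen genes were likewise not counted against a cluster of 161 cells. That cluster was named myeloid and summed with the microglia-like cells of that alternative. Microglia-like cells were clustered again at resolution 0.5.

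Counts of the microglia-like cells were summed per library and compared between 3 co-maturation and 2 monoculture libraries with edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr, the quasi-likelihood F-test, Benjamini-Hochberg adjustment at 0.05 and no covariates. Every adjusted p for a gene comes from this test. Levels in the comparison of the cultures are normalised CPM. Levels by cell class are CPM on another scale: C1QA in co-maturation microglia was 4355 there and 4172 in the comparison. Log2 fold changes between classes come from the fit and need not equal ratios of these levels. The 32 gene lists had been fixed beforehand, 31 had enough measured members, and these were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation, and with fry. In the mast cell, megakaryocyte and erythroid list 2 genes were measured, and the main fit ran no list test. With no count filter 12 members gave adjusted p = 0.602 by camera. Differences within Flex libraries 1 and 3, which hold both cultures, were taken from the log2 of normalised CPM plus 1. The added 1 CPM draws differences of low-level genes, and list medians over such genes, towards 0. Levels of cell classes within the co-maturation libraries were compared with the same edgeR test with the library as a block. Shares of cells have exact binomial (Clopper-Pearson) 95% intervals. These intervals, and the limit of 3 counts used for a count of 0, cover counting error only. With 2 against 3 libraries the smallest p of an exact two-sided permutation test is 0.2.

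Genes are named by a rule: the 12 with the largest change in each direction among those past the threshold, with a mean CPM of at least 50 in the higher culture, all libraries of the 2 cultures apart and, for genes higher in co-maturation, at most 20% of the level accounted for by ambient RNA; up to 4 members of each list with the smallest adjusted p; 12 microglia genes whatever their result; and the ligands and receptors by class. A few genes that the rule names are not reported here. Mitochondrial, ribosomal protein and sex-linked marker genes were left out of the first part. The ambient share of each co-maturation library came from the neuron markers in its microglia-like cells relative to barcodes under 100 UMIs. This rule, the groups, tests, marker and gene lists and 19 of the 26 alternatives for the microglia comparison were chosen before the data were examined. The exemption of S100B in naming clusters was not. The alternatives were other scaling (DESeq2 1.42.0 size factors), the DESeq2 Wald test, no count filter, other limits on cells, a marker gate per cell (at least 4 myeloid and fewer than 2 neuron markers), subtraction of ambient counts, thinning to 2000 UMIs per cell, blocks and leaving out each library. On simulated counts for 12386 genes of the microglia comparison, the test recovered 100 of 100 genes changed by a log2 fold of 1 and 100 of 100 changed by 2, and 17 unchanged genes were called, 7.83% of all calls. That share is above the 0.05 aimed for. Far fewer genes were changed in the simulation than were called in the comparison, so the share cannot be carried over to the counts below. Whether those counts are too high was not tested. Figures were drawn with matplotlib 3.10.9.

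Summed UMIs were 23959969 in monoculture library 1, 33645939 in co-maturation library 1, 29360411 in co-maturation library 2, 59303902 in monoculture library 2 and 28929489 in co-maturation library 3. Replicates differed by more than sampling noise: the chi-square per degree of freedom over genes was 20.5 between the monocultures and 5.19, 4.05 and 2.13 between the pairs of co-maturation libraries, against 357 and 275 between cultures within Flex libraries 1 and 3. No library was therefore counted as a copy of another.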

Results

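Single-cell transcriptomes were compared between human stem cell-derived microglia matured alone and microglia matured with neurons and astrocytes, to show how the surrounding neural cells go with the state of the microglia. The data held 34347 cells in 5 libraries. The 2 monoculture libraries gave 3966 and 13551 cells, and the 3 co-maturation libraries gave 7216, 4161 and 5453. Microglia-like cells numbered 3966 and 13483 in the monocultures and 4661, 2828 and 3138 in the co-maturation cultures, with summed UMIs of 23381371, 47289371, 22255144, 18667425 and 13159680 in that order. Their median depth was 5520.5 and 2241 UMIs per cell in the monocultures and 4384, 6095.5 and 3874.5 in the co-maturation cultures. The median mitochondrial share of microglia-like cells was 2.62 ± 0.643% (mean ± SD, n = 2) in monocultures and 0.937 ± 0.125% (n = 3) in co-maturation cultures.

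Co-maturation cultures held microglia, neurons and a further group of cells, while monocultures held almost only microglia. Microglia-like cells, marked by genes such as CSF1R and C1QA, made up 63.4 ± 5.32% of the co-maturation cells (SD, n = 3) and 99.7 ± 0.355% of the monoculture cells (n = 2). Neuron-like cells made up 14.4 ± 0.906% of the co-maturation cells. They carried the neurofilament genes NEFM and NEFL at 3002 and 2822 CPM, the growth cone gene STMN2 at 2019 CPM and the glutamate transporter gene SLC17A6 at 571 CPM. They also carried the sensory and motor neuron genes ISL1 and PRPH at 215 and 193 CPM. A cluster with GFAP, the intermediate filament gene of astrocytes, made up 14.7 ± 2.77%. It kept the name GFAP cluster because 5 astrocyte and 5 mesenchymal markers were detected in it. No neuron-like or GFAP cluster cell was found among 17517 monoculture cells, which allows a share of up to 0.0171%.

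By library, microglia-like cells were 64.6% (95% interval 63.5 to 65.7), 68.0% (66.5 to 69.4) and 57.5% (56.2 to 58.9) of co-maturation libraries 1, 2 and 3. The GFAP cluster was 16.8% (15.9 to 17.7), 15.8% (14.7 to 16.9) and 11.6% (10.7 to 12.4). Other unnamed clusters held 3.37, 1.92 and 17.4%, and their mean of 7.58 ± 8.57% became 2.65% without co-maturation library 3. In monoculture library 2, 0.502% of cells lay in an unnamed collagen cluster, and monoculture library 1 held microglia-like cells only (lower limit 99.907%). The shares depend on the depth at which a barcode counts as a cell. With at least 500 UMIs and 250 genes the microglia share was 45.6% and the unnamed share 27.0% (3.34, 23.2 and 54.5% in co-maturation libraries 1, 2 and 3), and with at least 2000 UMIs and 1000 genes the GFAP cluster was 4.47% of the co-maturation cells. The dissociation also differed in length between the cultures.

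**Figure D1:**
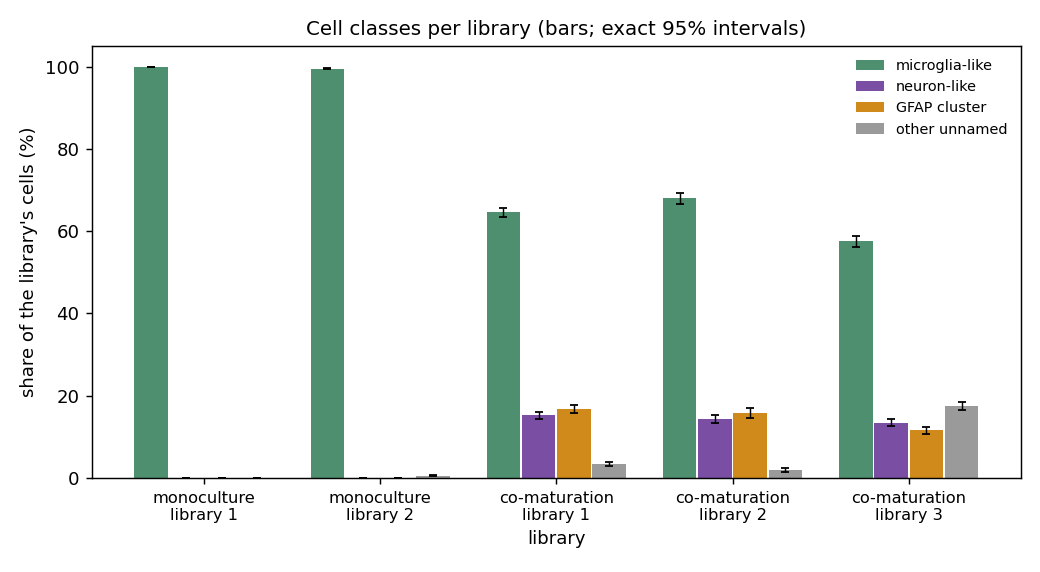
Percent of cells in each class (vertical axis) per library (horizontal axis; bars, with exact binomial 95% intervals), for microglia-like cells, neuron-like cells, the GFAP cluster and other unnamed clusters. The 3 co-maturation libraries hold 57.5 to 68.0% microglia-like cells and 11.6 to 16.8% GFAP cluster cells, and the monocultures hold at least 99.5% microglia-like cells.

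Microglia matured with neural cells differed widely from those matured alone: 4227 genes were higher and 4341 lower of 12589 tested (edgeR, adjusted over all genes), of which 1251 and 1481 changed at least 2-fold. Among the largest gains was that of the Siglec family gene SIGLEC12, from 0.220 ± 0.150 to 80.1 ± 4.59 CPM (log2 fold change 8.73 ± 0.18 SE, adjusted p = 3.8e-09). The transcriptional repressor HIC1 rose from 1.24 ± 0.235 to 238 ± 8.18 CPM (7.52 ± 0.09, adjusted p = 9.51e-10). CD1D, which presents lipid antigens to T cells, rose from 9.92 ± 1.91 to 442 ± 15.1 CPM (log2 5.44 ± 0.10). The largest losses included the chitin-degrading enzyme chitotriosidase, CHIT1, from 455 ± 98.5 to 0.711 ± 0.355 CPM (-9.41 ± 0.22, adjusted p = 6.33e-09). The matrix protease MMP7 fell from 113 ± 14.6 to 0.110 ± 0.0511 CPM (-9.97 ± 0.19, adjusted p = 2.52e-09). All means and SDs are over 2 monoculture and 3 co-maturation libraries. Within Flex libraries 1 and 3 the log2 differences were 6.02 and 6.16 for SIGLEC12 and 6.82 and 6.69 for HIC1. They were 5.475 and 5.203 for CD1D, -7.90 and -7.96 for CHIT1 and -6.51 and -6.75 for MMP7. The added 1 CPM drew these differences towards 0 for low levels.

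The same rule named further gains in ENPP2, which makes lysophosphatidic acid (0.218 to 55.8 CPM), the adhesion gene IGSF21 (log2 6.64), the NAD-degrading enzyme CD38 (6.43), TMEM236 (6.26), the activating receptor LILRA5 (6.17), the leukotriene receptor CYSLTR2 (5.71) and the complement stabiliser properdin, CFP (5.39). Others were PLAAT4 (5.15) and ALS2CL (5.10). Further losses were the prostaglandin synthase PTGDS (-9.57), the scaffold gene AHNAK (-9.32), the glycerol channel AQP9 (-9.31), TM4SF19 (-8.37), the actin-severing SCIN (-6.89), EMP1 (-6.53), TP53I11 (-6.41), the calcium-binding S100A6 (-6.36) and CD52 (-6.28). Each of these genes passed the threshold under all 26 alternatives. Leaving out 1 library moved several values by more than 1.5-fold, which on the log2 scale gave 9.41 and 7.92 for SIGLEC12 without monoculture libraries 1 and 2, and 7.30 for IGSF21 without monoculture library 2. The log2 fold change of PTGDS became -10.68 without co-maturation library 1 and -8.89 without monoculture library 2. The log2 fold change of AHNAK became -8.58 and -9.98 without co-maturation libraries 1 and 2. Without co-maturation library 2 the log2 fold change of AQP9 became -9.98, and without co-maturation library 1 that of TM4SF19 became -9.96. Over all alternatives AHNAK ran from -13.51 to -5.36 and PTGDS from -13.25 to -7.41.

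All co-maturation libraries lay on 1 side of both monocultures for 10001 genes (79.5% of those compared), where chance gives 20%. At an unadjusted p under 0.05 there were 8951 genes, and DESeq2 called 7821. Of the higher genes, 212 had an expected ambient share of more than 20% of their co-maturation level. The mean ambient share of the microglia-like profiles in co-maturation cultures was 1.40 ± 0.138% by the profile of barcodes under 100 UMIs. By the profile of the other cells it was 0.393 ± 0.0760%. Both treat every neuron marker UMI as ambient, although monoculture microglia, with no neuron-like cells beside them, held more (76.4 against 56.1 CPM). The shares are therefore upper limits given these profiles.

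Genes used to describe microglia did not move as 1 group. CSF1R, the growth factor receptor microglia depend on, rose from 1059 ± 20.1 to 2039 ± 66.5 CPM (log2 0.94 ± 0.06, adjusted p = 1.31e-06). The complement subunit C1QA rose from 1037 ± 200.2 to 4172 ± 268 CPM (2.01 ± 0.12, adjusted p = 1.27e-06). The secreted phosphoprotein osteopontin, SPP1, fell from 66858 ± 10609 to 3947 ± 345 CPM (-4.08 ± 0.13, adjusted p = 2.51e-08). The lipid carrier APOE fell from 5917 ± 239.6 to 230.1 ± 15.1 CPM (-4.68 ± 0.08, adjusted p = 1.25e-09). The lipid-sensing receptor TREM2 fell from 858 ± 55.4 to 214 ± 14.97 CPM (-2.01 ± 0.07). The lysosomal glycoprotein GPNMB fell from 1527 ± 77.3 to 34.9 ± 3.40 CPM (-5.44 ± 0.08). TMEM119, a surface marker of brain microglia, was low in both cultures, at 10.4 ± 6.33 and 0.113 ± 0.105 CPM (319 and 261 counts against 3, 4 and 0). The log2 fold change of TMEM119, -6.27 ± 0.64 (adjusted p = 3.47e-05), became -5.50 without monoculture library 1 and -6.87 without co-maturation library 2. Within Flex libraries 1 and 3 the log2 differences were 0.91 and 0.95 for CSF1R, 2.11 and 1.88 for C1QA, -4.30 and -3.77 for SPP1, -4.58 and -4.67 for APOE, -2.04 and -2.06 for TREM2, -5.22 and -5.60 for GPNMB and -3.81 and -2.79 for TMEM119.

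The purinergic receptor P2RY12, at 57.0 ± 13.6 and 51.2 ± 3.36 CPM, and the fractalkine receptor CX3CR1, at 278 ± 71.9 and 297 ± 7.39 CPM, did not pass the threshold (log2 -0.17 and 0.09, adjusted p = 0.272 and 0.540). Their differences had opposite signs within Flex libraries 1 and 3, 0.08 and -0.45 for P2RY12 and 0.43 and -0.16 for CX3CR1. The log2 fold change of P2RY12 became -0.38 (adjusted p = 0.000519) without monoculture library 1 and -0.44 (adjusted p = 0.00864) after thinning to 2000 UMIs per cell. The log2 fold change of CX3CR1 became -0.15 (adjusted p = 0.0239) without monoculture library 1 and 0.39 (adjusted p = 4.34e-05) without monoculture library 2, and 0.43 (0.0154) without cluster 8. The log2 fold change of CD74, the invariant chain of antigen presentation, was 0.04 (3764 ± 472 and 3878 ± 141 CPM, adjusted p = 0.667) and became 0.18 (adjusted p = 0.0280) without monoculture library 2, 0.27 (0.0201) without cluster 8 and -0.32 (0.00683) without the CD207-led sub-cluster, which took cells from co-maturation alone. The efferocytosis receptor MERTK stood at 167 ± 1.62 and 156 ± 5.47 CPM (adjusted p = 0.101). Expressed as log2 fold change of MERTK, it was -0.15 (adjusted p = 0.0227) with cycling cells left out and -0.14 (0.0307) without cluster 8. SALL1, a transcription factor of brain microglia, had too few counts to test, 2 in all monoculture cells and 7 in all co-maturation cells (ratio 4.58, interval 0.872 to 45.2).

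Leaving out cluster 8, a choice made after the data were seen, moved several of these values by more than 1.5-fold: SPP1 to -5.83, APOE to -6.47, TREM2 to -3.53, GPNMB to -7.62, CHIT1 to -10.01 and TMEM119 to -10.72. These are the lowest values over the alternatives, whose highest were -3.89, -4.49, -1.81, -5.25, -9.02 and -5.48. Cluster 8 is a co-maturation cluster with IFI27, CCL4 and S100B among its leading genes, and it would have no name if S100B were counted as an astrocyte marker there.

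Positions of these genes on GRCh38 (GENCODE v44) place CHIT1 (ENSG00000133063) on chromosome 1 from 203212827 to 203273641, C1QA (ENSG00000173372) on chromosome 1 from 22635077 to 22639678 and CD1D (ENSG00000158473) on chromosome 1 from 158178030 to 158186427. SPP1 (ENSG00000118785) lies on chromosome 4 from 87975667 to 87983532, CSF1R (ENSG00000182578) on chromosome 5 from 150053291 to 150113372, TREM2 (ENSG00000095970) on chromosome 6 from 41158506 to 41163186 and GPNMB (ENSG00000136235) on chromosome 7 from 23235967 to 23275108. MMP7 (ENSG00000137673) lies on chromosome 11 from 102520508 to 102530750, TMEM119 (ENSG00000183160) on chromosome 12 from 108589851 to 108598320 and HIC1 (ENSG00000177374) on chromosome 17 from 2054154 to 2063241. APOE (ENSG00000130203) lies on chromosome 19 from 44905791 to 44909393, and SIGLEC12 (ENSG00000254521) on chromosome 19 from 51491227 to 51501800.

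**Figure D2:**
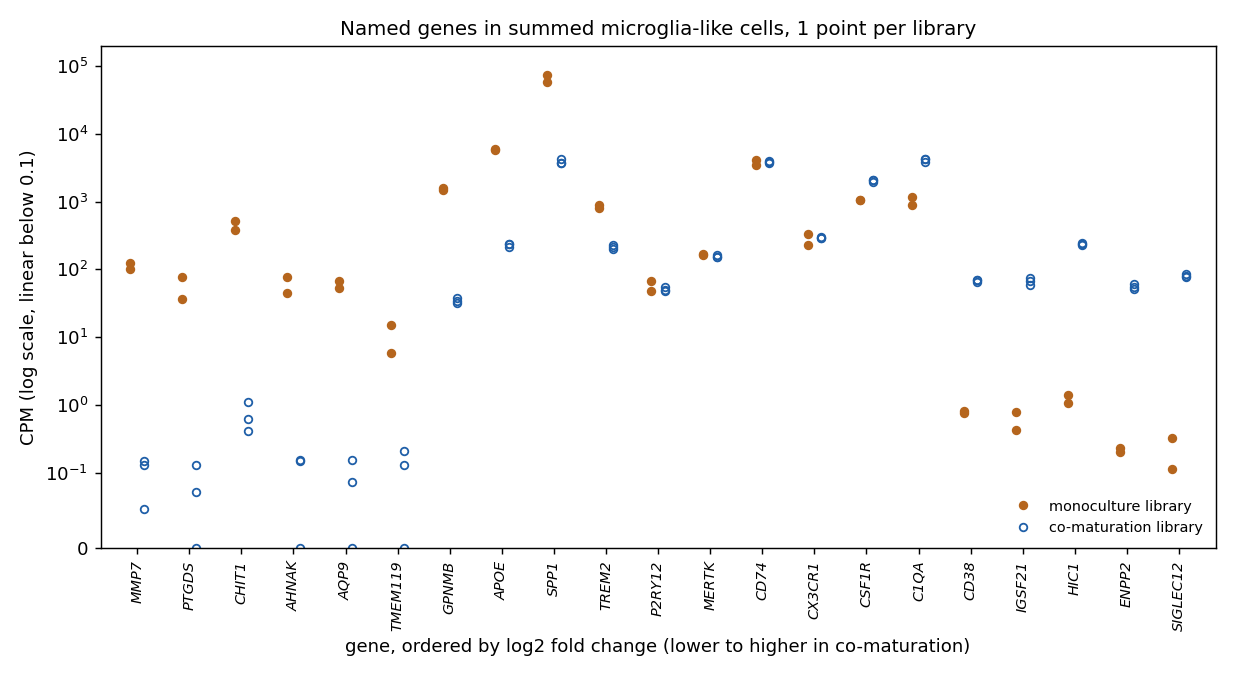
CPM in summed microglia-like cells (vertical log axis that is linear below 0.1) for the 5 genes with the largest change in each direction and 11 microglia genes (horizontal axis), with 1 point per library, filled for monocultures and open for co-maturation. CHIT1 lies at 386 and 525 CPM in the monocultures and at 0.415 to 1.10 CPM in the co-maturation libraries, and CX3CR1 overlaps between the cultures.

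Most genes of the disease-associated and lipid-handling list, which holds SPP1, GPNMB and CD9 as well as lipid carriers, were lower in microglia of the co-maturation cultures. Of 27 measured genes, 21 fell and 5 rose (adjusted over the list alone, 22 and 5), with a median log2 fold change of -1.95 (camera adjusted p = 2.35e-05, and adjusted p = 0.206 with an estimated correlation). Besides APOE and GPNMB, the tetraspanin CD9 fell from 1459 ± 2.54 to 55.5 ± 2.36 CPM and the apolipoprotein APOC1 from 352 ± 46.4 to 5.46 ± 0.233 CPM. The list median was -2.04 within Flex library 1 and -1.83 within Flex library 3. SPP1 alone took 6.91 and 5.61% of the UMIs of monoculture microglia and 0.391, 0.391 and 0.454% in co-maturation, and without its counts the list median was -1.86. Cholesterol synthesis genes moved the same way, with 22 of 25 lower and 3 higher (adjusted over the list alone, 22 and 3), a median of -1.21 and medians of -1.13 and -1.06 within Flex libraries 1 and 3 (adjusted p = 5.06e-06, and adjusted p = 0.206 with an estimated correlation). Examples were the lanosterol synthase LSS (log2 -2.54 ± 0.05), HMGCS1, which makes the precursor HMG-CoA (-1.89 ± 0.05), CYP51A1 (-2.15 ± 0.06) and ACAT2 (-2.06 ± 0.06).

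Adhesion and extracellular matrix genes were lower for 21 of 30 and higher for 6 (adjusted over the list alone, 21 and 6), with a median of -2.27 (-1.54 and -1.41 within Flex libraries 1 and 3; adjusted p = 0.000983, and adjusted p = 0.421 with an estimated correlation). The collagen gene COL6A1 fell from 544 ± 99.1 to 13.5 ± 1.81 CPM, the gelatinase MMP2 from 161 ± 22.4 to 7.23 ± 0.647 CPM and the laminin receptor ITGA6 from 114 ± 0.606 to 10.8 ± 1.15 CPM. With cells of at least 500 UMIs and 250 genes this list gave adjusted p = 0.323, the highest of its alternatives (lowest 6.17e-05). In that alternative the summed cells included a collagen cluster (161 cells, 131 of monoculture library 2). Lysosome genes were lower for 19 of 31 and higher for 7 (adjusted over the list alone, 20 and 7), with a median of -0.26 (-0.28 and -0.28; adjusted p = 0.0264, and adjusted p = 0.698 with an estimated correlation). They included the protease CTSD (-1.60 ± 0.05), the ceramidase ASAH1 (-1.19 ± 0.05), MCOLN1 (-1.30 ± 0.07) and GLA (-0.93 ± 0.04).

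Oxidative phosphorylation genes were lower for 13 of 29 and higher for 1 (adjusted over the list alone, 11 and 1), with a median of -0.15 (-0.14 and -0.18 within Flex libraries 1 and 3; adjusted p = 0.0251, and adjusted p = 0.420 with an estimated correlation). Subunits such as UQCRC1 (-0.56 ± 0.06), ATP5F1C (-0.44 ± 0.04), CYC1 (-0.42 ± 0.05) and SDHB (-0.41 ± 0.05) fell, next to a lower mitochondrial share of UMIs in co-maturation cells. Without Flex library 3 the lysosome and oxidative phosphorylation lists gave adjusted p = 0.0514 and 0.0601, and after thinning to 2000 UMIs per cell 0.0873 and 0.0704. Over all alternatives the p ranged from 0.00292 to 0.0907 for the lysosome list and from 0.00362 to 0.131 for oxidative phosphorylation.

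Cell cycle genes were lower for 19 of 36 and higher for 1 (adjusted over the list alone, 19 and 1), with a median of -0.35 (-0.48 and -0.10 within Flex libraries 1 and 3; adjusted p = 0.0251, and adjusted p = 0.790 with an estimated correlation). The helicase subunit MCM6 (-0.83 ± 0.09) and the checkpoint kinase BUB1B (-1.17 ± 0.18) fell. This call was lost without monoculture library 1 (adjusted p = 0.127) and without co-maturation library 2 (0.0656). Without cluster 8 the list tended higher, with adjusted p = 0.812, the highest of the alternatives (lowest 2.26e-05).

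Interferon response genes were higher in co-maturation microglia. Of 25 measured, 22 rose and 2 fell (adjusted over the list alone, 23 and 2), with a median of 1.65 (1.55 and 1.66 within Flex libraries 1 and 3; adjusted p = 7.6e-05, and adjusted p = 0.760 with an estimated correlation). The sialoadhesin gene SIGLEC1 rose from 4.63 ± 0.0428 to 64.3 ± 9.12 CPM, the antiviral membrane protein gene IFITM3 from 49.3 ± 3.98 to 193 ± 20.1 CPM. IFI27 rose from 8.44 ± 4.06 to 102 ± 18.1 CPM and the related IFITM1 from 0.952 ± 0.0299 to 7.09 ± 1.12 CPM. The chemokine CXCL10 (log2 -2.18) and the GTPase GBP2 (-1.01) were the 2 that fell. By fry, which tests a list against no change and not against the other genes, the adjusted p was 0.00832 for this list, 2.46e-05 for the lipid-handling list and 6.75e-05 for cholesterol synthesis.

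Genes of perivascular and border macrophages were higher for 11 of 19 and lower for 4 (adjusted over the list alone, 12 and 5), with a median of 0.96 (1.04 and 0.80 within Flex libraries 1 and 3; adjusted p = 0.0453, and adjusted p = 0.582 with an estimated correlation). The mannose receptor MRC1 rose from 54.8 ± 5.59 to 284 ± 6.81 CPM, and the chemokine receptor CCR2 from 3 counts in all monoculture microglia to 908 in all co-maturation microglia (CPM ratio 396, interval 135 to 1924), while the scavenger receptor COLEC12 fell (log2 -3.83 ± 0.17). Without monoculture library 1 the list gave adjusted p = 0.0587, and without cluster 8 0.1997, the highest of its alternatives (lowest 0.0382). By camera the border macrophage list gave adjusted p = 0.0520 with a block of the Flex library and 0.125 with no filter. The marker gate, thinning and leaving out the CD207-led sub-cluster also put it above 0.05. For MHC class II and antigen presentation 6 of 16 members had a UMI, of which 5 rose and 0 fell (adjusted over the list alone, 5 and 0). Among those that rose were the costimulatory genes CD86 (0.84 ± 0.06), CD40 (0.49 ± 0.06) and CD80 (1.37 ± 0.17). The median was 0.45 (0.61 and 0.33 within Flex libraries 1 and 3), and the list did not pass (adjusted p = 0.0858, and 0.0420 without monoculture library 2; fry adjusted p = 0.00832). The class II gene HLA-DRA stood at 0 CPM in every sub-cluster of the microglia-like cells, even beside CD74 at 13076 CPM. Whether the probes could read it was not tested. The result therefore covers costimulatory and regulator genes such as CIITA, and not HLA-DRA.

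Other microglia lists went both ways and did not pass by camera, although fry gave an adjusted p of 0.0108 for the homeostatic list, 0.00211 for complement, 0.00095 for phagocytosis, 0.179 for cytokines and 0.00125 for the monocyte list. For the homeostatic list 8 of 26 rose and 12 fell (adjusted over the list alone, 8 and 12; median -0.18, adjusted p = 0.553). The ATP-gated channel P2RX7 (-5.35 ± 0.09), OLFML3 (-3.49 ± 0.08) and the receptor TGFBR1 (-1.47 ± 0.05) fell, and the sialic acid receptor CD33 rose (1.96 ± 0.08). In complement, 8 of 18 rose and 6 fell (adjusted over the list alone, 8 and 6; median 0.06, adjusted p = 0.553), with CFP, C1QA and the receptor subunit ITGAM (1.41 ± 0.08) up and the protease C2 (-1.86 ± 0.12) down. Among phagocytosis and scavenger receptors 11 of 29 rose and 14 fell (adjusted over the list alone, 12 and 14; median -0.14, adjusted p = 0.573), with the oxidised LDL receptor OLR1 (-1.84 ± 0.06) and the integrin ITGAV (-1.15 ± 0.04) lower. Cytokines, chemokines and NF-kB genes had 11 of 31 higher and 12 lower (adjusted over the list alone, 11 and 12; median -0.09, adjusted p = 0.774), with the adhesion gene ICAM1 (0.96 ± 0.04) up and the chemokines CXCL1 (-2.04 ± 0.12) and CXCL8 (-1.96 ± 0.13) down. Monocyte and granulocyte genes had 5 of 15 higher and 10 lower (adjusted over the list alone, 5 and 10; median -1.45, adjusted p = 0.427), with PLAC8 (3.10 ± 0.12) up and the calcium-binding S100A9 (-1.56 ± 0.08) down.

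By fry the adjusted p was 0.0699 for the TGF-beta list, 0.164 for channels, 0.000344 for cholesterol efflux and 0.0495 for glycolysis. In the TGF-beta list 7 of 25 rose and 11 fell (adjusted over the list alone, 8 and 11; median -0.09, adjusted p = 0.558), with the inhibitor ID3 (1.85 ± 0.07) and the latency receptor LRRC32 (3.11 ± 0.15) higher. Purinergic, transmitter and channel genes had 13 of 30 higher and 11 lower (adjusted over the list alone, 13 and 11; adjusted p = 0.656), with the channels P2RX4 (-1.43 ± 0.04), KCNMA1 (-4.62 ± 0.17) and KCNJ2 (-1.61 ± 0.06) lower. Their median of 0.14 and test lay on the higher side and their mean of -0.26 on the lower side. Cholesterol efflux genes had 6 of 13 higher and 5 lower (adjusted over the list alone, 6 and 6; adjusted p = 0.994), with the desaturase SCD (-2.36 ± 0.05) lower and SMPDL3A (1.47 ± 0.07) higher, and their median (0.29) and test lay higher and their mean (-0.65) lower. Glycolysis and hypoxia genes had 5 of 22 higher and 11 lower (adjusted over the list alone, 6 and 11; median -0.31, mean 0.13, test on the lower side, adjusted p = 0.573), with the peptide hormone ADM up (3.70 ± 0.08) and the pyruvate kinase PKM down (-1.03 ± 0.06).

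Immediate-early genes, which respond to handling within minutes, had 11 of 26 higher and 10 lower (adjusted over the list alone, 11 and 10; median -0.13, mean 0.03, test on the lower side, adjusted p = 0.630). By fry the adjusted p was 0.00639 for this list, 0.0246 for heat shock and 0.000528 for ligands and receptors. JUN (-2.23 ± 0.06), IER3 (-2.39 ± 0.08), EGR2 (-2.72 ± 0.10) and MYC (-1.14 ± 0.06) were lower. Heat shock and unfolded protein genes had 11 of 26 higher and 8 lower (adjusted over the list alone, 12 and 8; median 0.14, adjusted p = 0.553), with the chaperones HSPA6 (3.79 ± 0.10), SDF2L1 (1.02 ± 0.06) and HSPA5 (0.93 ± 0.06) higher and HSPB1 (-1.88 ± 0.07) lower. Microglia-neuron ligands and receptors had 12 of 38 higher and 16 lower in microglia (adjusted over the list alone, 12 and 16; median -0.05, adjusted p = 0.553), with the growth factor PDGFA lower (-3.53 ± 0.06).

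**Figure D3:**
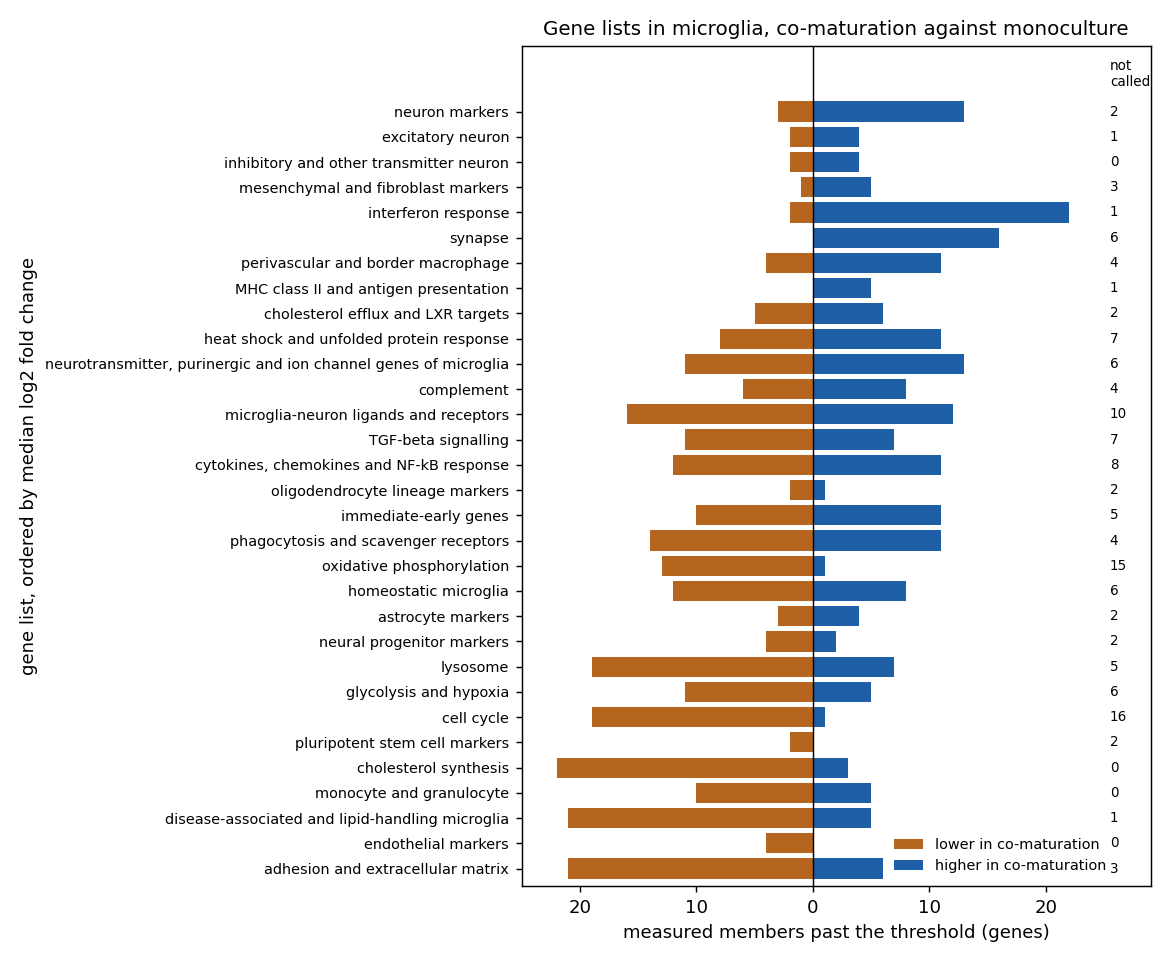
Number of measured genes (horizontal axis) that were lower (left bars) or higher (right bars) in co-maturation microglia for each of 31 gene lists (vertical axis), with the number not called at the right. The lipid-handling and cholesterol synthesis lists hold 21 and 22 lower genes, and the interferon list holds 22 higher genes.

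Markers of neurons were higher in the microglia-like cells of co-maturation cultures, and ambient RNA of the cultures bears on them. Of 18 measured neuron markers 13 were higher and 3 lower (adjusted over the list alone, 13 and 3; median 2.47, and 0.76 and 0.84 within Flex libraries 1 and 3; adjusted p = 0.0210, and adjusted p = 0.698 with an estimated correlation). Expected ambient RNA was 5.26% of the level of the RNA-binding gene ELAVL4 (4.08 ± 0.227 and 19.1 ± 0.734 CPM), and the lower genes UCHL1 (log2 -4.14 ± 0.09) and NCAM1 (-3.93 ± 0.21) were expressed by monoculture microglia. The list call ended without monoculture library 2 (adjusted p = 0.0603) and turned to lower after ambient subtraction (adjusted p = 0.0442 and 0.0196 by 2 ambient profiles; range 0.00364 to 0.0855). The ambient share was set from neuron markers in these same cells, so the subtraction largely removes them by construction. The turn therefore cannot tell whether these markers were ambient. Neuron markers together made up 76.4 ± 10.6 CPM in monoculture and 56.1 ± 5.97 CPM in co-maturation microglia. Synapse genes were higher for 16 of 22 and lower for 0 (adjusted over the list alone, 16 and 0; median 1.15, and 0.65 and 0.58 within Flex libraries 1 and 3; adjusted p = 0.000596, and adjusted p = 0.232 with an estimated correlation), and after ambient subtraction their adjusted p was 0.307 and 0.562 (lowest 8.35e-05). The postsynaptic scaffolds HOMER1 (1.01 ± 0.09, expected ambient 2.18%) and DLG4 (0.52 ± 0.05, 3.09%) were higher.

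Excitatory neuron genes had 4 of 7 higher and 2 lower (adjusted over the list alone, 4 and 2; median 2.19, adjusted p = 0.630), with SLC17A6 at 0.0918 ± 0.00182 and 0.667 ± 0.107 CPM and 264% expected ambient, and with CUX2 (-3.99 ± 0.41) lower. Inhibitory and other transmitter neuron genes had 4 of 6 higher and 2 lower (adjusted over the list alone, 4 and 2; median 2.00, adjusted p = 0.564), among them the calcium-binding PVALB (-2.77 ± 0.37). For astrocyte markers 4 of 9 were higher and 3 lower (adjusted over the list alone, 4 and 4; median -0.21, adjusted p = 0.747). The calcium-binding S100B rose from 762 ± 10.1 to 1869 ± 39.5 CPM, the glutamate transporter SLC1A3 fell (-3.88 ± 0.08), and GFAP had 3 and 78 counts in all (ratio 34.0, interval 11.2 to 169; expected ambient 298%). The gap junction gene GJB6 had 0 counts in all co-maturation libraries and 58 in the monocultures. Mesenchymal markers had 5 of 9 higher and 1 lower (adjusted over the list alone, 5 and 1; median 1.75, adjusted p = 0.217), with the matrix gene FBLN1 (4.01 ± 0.13, expected ambient 1.75%) and ACTA2 (1.83 ± 0.12) up and MYL9 (-2.06 ± 0.17) down. The smooth muscle gene TAGLN was 2.41 ± 0.14 higher with an expected ambient share of 110.1%, and was -9.69 after ambient subtraction.

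Oligodendrocyte lineage markers had 1 of 5 higher and 2 lower (adjusted over the list alone, 1 and 2; median -0.13, mean 0.28, test on the lower side, adjusted p = 0.774). The proteoglycan CSPG4 was lower (-4.42 ± 0.42). Neural progenitor markers had 2 of 8 higher and 4 lower (adjusted over the list alone, 2 and 4; median -0.22, adjusted p = 0.630), and the filament gene VIM fell from 3240.1 ± 524 to 116 ± 13.7 CPM. Endothelial markers fell in 4 of 4 (adjusted over the list alone, 4; median -2.18, and -1.79 and -1.76 within Flex libraries 1 and 3; adjusted p = 0.0492, and adjusted p = 0.490 with an estimated correlation), led by VWF (-5.17 ± 0.29). That call ended without monoculture library 1 (adjusted p = 0.153), co-maturation library 1 (0.0610) or monoculture library 2 (0.118), within a range of 0.0110 to 0.275. Pluripotency markers fell in 2 of 4 (adjusted over the list alone, 2; median -0.93, adjusted p = 0.329), L1TD1 (log2 -2.38 ± 0.08) and SALL4 (-1.24 ± 0.14). The mast cell, megakaryocyte and erythroid list had the integrin ITGA2B lower (-2.82 ± 0.31) and KIT at 2.61 ± 0.522 and 3.91 ± 0.385 CPM (log2 0.62, adjusted p = 0.0199). KIT passed the threshold in 17 of 26 alternatives. That log2 fold change of KIT turned to -1.44 without the CD207-led sub-cluster, and had adjusted p = 0.0538 and 0.0775 without co-maturation libraries 1 and 2 and 0.121 without monoculture library 2.

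Nearly all microglia of the 2 cultures lay in different clusters. Those of monocultures lay mainly in clusters 0 to 7 and those of co-maturation cultures mainly in clusters 8 to 11 and 17. The leading genes of cluster 8 included IFI27, COL23A1, G0S2, CCL4, S100B and TIMP1. Those of cluster 9 included the interferon-induced MX1, IFIT1 and IFIT3. Clustered again on their own, microglia formed 10 sub-clusters, and 99.97, 99.8, 99.9, 100 and 99.97% of the cells of monoculture library 1, co-maturation library 1, co-maturation library 2, monoculture library 2 and co-maturation library 3 fell in sub-clusters of their own culture. Within co-maturation, 61.8 ± 1.53% of microglia lay in a sub-cluster led by the iron exporter SLC40A1, 18.7 ± 1.85% in one led by the Langerhans cell lectin CD207, 13.7 ± 1.48% in one led by CCL4 and 5.57 ± 0.276% in a cycling one (SD, n = 3). The CD207-led sub-cluster held 20.4, 16.8 and 19.02% of the microglia of co-maturation libraries 1, 2 and 3, and its other leading genes were FCER1A, CLEC10A and CD1C, known from dendritic cells. Cluster 17, with the same leading genes, held 16 of 17 myeloid markers. These cells were summed with the microglia-like cells, but TREM2 and APOE stood at 11.1 and 11.4 CPM in this sub-cluster, against 109.8 and 74.6 in the SLC40A1-led and 751 and 936 in the CCL4-led sub-cluster. Microglia-like therefore means myeloid here, and without this sub-cluster 8282 genes were called. Monocultures held a sub-cluster with the same genes, CD1C at 366, FCER1A at 276, CLEC10A at 390 and CD207 at 387 CPM, beside CD74 at 13076 and TREM2 at 62.02 CPM (9.78 and 5.32% of the microglia of monoculture libraries 1 and 2). It was not left out, so values without the CD207-led sub-cluster lack such cells in 1 culture only. Because defining genes differ between the cultures, sizes were not compared between them.

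Proliferation was compared at a matched depth of 2000 UMIs per cell. Cells with at least 3 of 8 cycling markers made up 7.03% (265 of 3772) and 4.92% (349 of 7100) of monoculture microglia, and 3.67, 3.07 and 3.82% of microglia in co-maturation libraries 1, 2 and 3. The means were 5.97 ± 1.49% (SD, n = 2) and 3.52 ± 0.397% (n = 3), and the exact two-sided permutation p of 0.2 is the smallest this design allows. Cells under 2000 UMIs were left out, 194 and 6383 in the monocultures and 331, 159 and 418 in co-maturation. Without thinning the shares were 9.91 and 4.198% in the monocultures and 4.83, 5.16 and 4.75% in co-maturation (means 7.05 ± 4.04% and 4.91 ± 0.220%, exact p = 0.8), now with the cells under 2000 UMIs included.

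Co-maturation library 1, which carried another probe barcode, was set against co-maturation libraries 2 and 3. These 3 also come from different Flex libraries and 1 arm is a lone library, so the contrast does not separate a barcode from a library. There were 5 genes past the threshold on the higher side and 0 on the lower side (edgeR, 12589 tested; 511 genes at an unadjusted p under 0.05). These were SRP9 of the signal recognition particle (log2 1.62 ± 0.08, adjusted p = 0.00114), the isoprenoid enzyme IDI1 (1.10 ± 0.08, adjusted p = 0.00988) and the RNA-binding NONO (0.93 ± 0.07, adjusted p = 0.0102). The stress response factor XBP1 (1.03 ± 0.08, adjusted p = 0.0124) and the kinase TLK2 (1.22 ± 0.12, adjusted p = 0.0432) were the others. All 5 were named after their values were seen. DESeq2 called 22 genes (174 unadjusted). Leaving out monoculture library 1 or 2 gave 447 or 457 calls, and leaving out co-maturation library 2 or 3 gave 0, with 206 and 228 genes at an unadjusted p under 0.05. With co-maturation library 2 or 3 left out 1 library stands against 1, and the differences stayed as large: SRP9 stood at 70.3 CPM in co-maturation library 1 against 22.1 and 23.6 in libraries 2 and 3, NONO at 115.8 against 60.6 and 60.8. Co-maturation library 1 lay near the monocultures, with mean SRP9 at 69.5, NONO at 111.8, XBP1 at 40.4 (48.5 in co-maturation library 1) and TLK2 at 32.6 CPM (35.7), so for these 4 genes libraries 2 and 3 were the low ones. IDI1 lay between, at 59.1 CPM against 113.9 in monocultures. The calls rest on the assumption that the lone library varies like the others.

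Within co-maturation cultures, ligands and receptors of microglia-neuron signalling split by cell class. By mean CPM, 19 of 38 measured genes were highest in microglia-like cells, 12 in neuron-like cells and 7 in the GFAP cluster. The split depends on the scaling. In the edgeR class fit PDGFA was higher in the GFAP cluster than in microglia (log2 1.04, adjusted p = 0.000916). PLXNA1 and RELN, counted for neurons, had larger log2 fold changes over microglia in the cluster (2.89 and 8.95) than in neurons (2.70 and 8.39). Microglia-like cells held C1QA at 4355 ± 293 CPM against 323 ± 166 in neurons, CSF1R at 2128 ± 76.2 against 161 ± 79.0 (SD, n = 3 each). They held CX3CR1 at 310.1 ± 6.70 against 25.4 ± 13.3 and the CD47 receptor SIRPA at 577 ± 6.43 against 58.3 ± 21.3. The log2 fold changes of neurons over microglia lay close together, at -4.29 for C1QA, -4.22 for CSF1R, -4.03 for CX3CR1 and -3.72 for SIRPA. No ambient share was estimated for the neuron-like cells. Their levels of these 4 genes may thus be microglial RNA and do not show expression by neurons. Neurons held the inhibitory ligand CD200 at 185 ± 10.2 CPM against 0.313 ± 0.0794 in microglia (log2 8.86 ± 0.18, adjusted p = 1.77e-14). They held the neurotrophin BDNF at 332 ± 46.0 against 0.454 ± 0.233 (9.11 ± 0.19), its receptor NTRK2 at 225 ± 16.1 against 0.381 ± 0.197 (8.69 ± 0.16) and the growth factor midkine, MDK, at 709 ± 90.7 against 6.18 ± 0.605 (6.49 ± 0.15). The GFAP cluster held the growth factors TGFB3 at 264 ± 15.1 and FGF2 at 364 ± 48.8 CPM and the amyloid precursor APP at 2115 ± 83.4 against 1131 ± 106 in neurons. Neurons exceeded microglia for 16 of these genes and microglia exceeded neurons for 21. PROS1 was not called (6.28 ± 0.484 and 8.25 ± 1.21 CPM, adjusted p = 0.963). Over all genes, 11804 of 13341 differed between neurons and microglia (5927 higher in neurons), by edgeR with the library as a block. Between the GFAP cluster and microglia 11476 differed (4412 higher in the cluster). Of 3385 genes well expressed in both monoculture microglia and neurons, 28.8% were nearly absent from the GFAP cluster. RNA of another organism read in part by human probes stayed open there. Low levels in the cluster, and the split by class, may therefore not reflect expression.

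**Figure D4:**
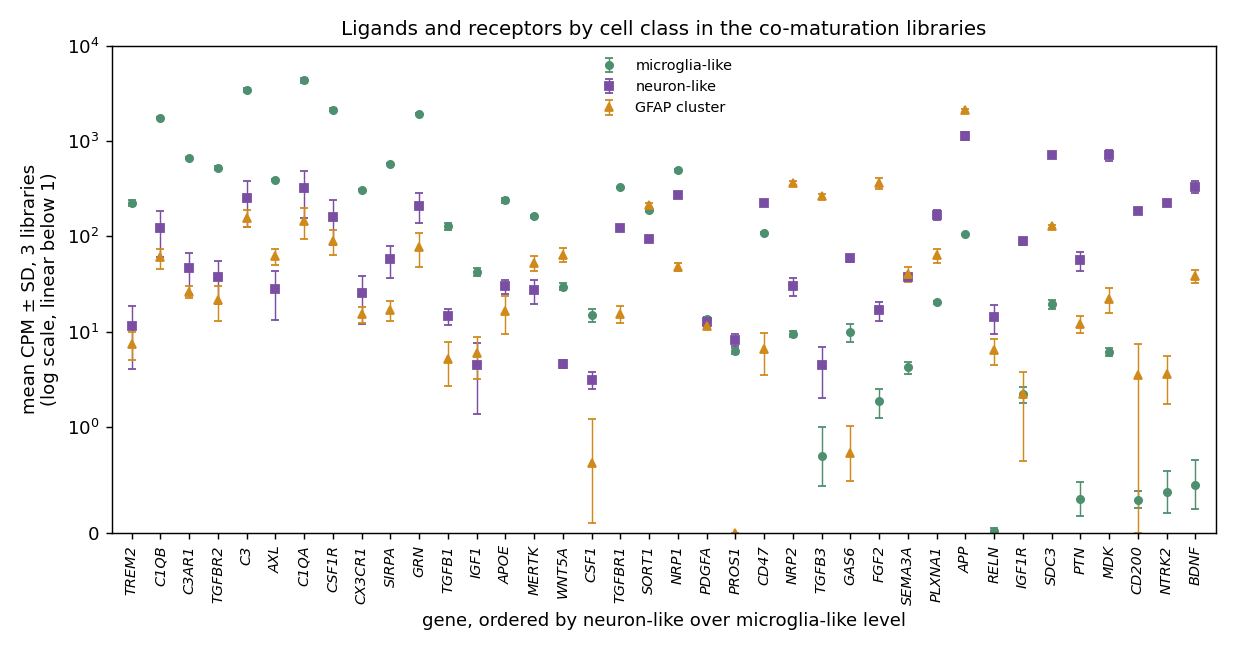
Mean CPM (vertical log axis, linear below 1; bars give the SD over 3 co-maturation libraries) of 38 ligands and receptors (horizontal axis) in microglia-like cells, neuron-like cells and the GFAP cluster. CSF1R and C1QA lie highest in microglia-like cells, CD200 and BDNF in neurons, and TGFB3 and FGF2 in the GFAP cluster. Low levels in the GFAP cluster may come from RNA that human probes read only in part.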

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

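For the GFAP cluster both tests were chosen after the result was seen, and for the low-count barcodes all tests were written before their values were computed. The results in this section come from cells, barcodes or features that the main comparison of gene expression between the cultures did not use.

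The GFAP cluster, 14.7 ± 2.77% of co-maturation cells (SD, n = 3) and 0 of 17517 monoculture cells (limit 0.0171%), expressed genes selectively: STMN2 stood at 222.8% of its neuron level, while the median of the 16 other neuron markers stood at 3.24%, which excluded neurons mixed into the cluster. These are ratios of CPM, and the class fit placed the cluster higher. Its log2 fold change over microglia was 11.20 for STMN2 against 8.42 in neurons, and 6.94 against 8.96 for the neuron gene MAP2. RNA of another organism read by human probes could also give such gaps between genes, since the species of the astrocytes is not given. Of 3385 genes at 50 CPM or more in both monoculture microglia and neurons, 975 (28.8%) lay under 10% of the lower level in the cluster, against 0.118% in co-maturation microglia. The cause called for over 30%, which was not reached, and for a mitochondrial share under 0.333 times that of neurons, which was met (0.191% against 1.10%), so the test cannot tell. No biological explanation was tested.

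Barcodes of at least 200 and fewer than 1000 UMIs held 28.5% of the UMIs of co-maturation library 3 (18918 barcodes) and 17.8% of those of monoculture library 2 (17503 barcodes), both of Flex library 3. Free RNA without a cell would mix neuron and myeloid markers evenly, and intact cells would keep them apart. In co-maturation library 3 the intraclass correlation of the neuron share was 0.234 ± 0.00433 (bootstrap SE), between the bounds set for free RNA and for intact cells, so neither was excluded (0.797 in co-maturation library 1 and 0.407 in co-maturation library 2). In monoculture library 2 these barcodes lay 3.18 ± 0.604% (SE) of the way from deep cells to barcodes under 100 UMIs, which by the bound set beforehand excluded free RNA there, and fragments of the same cells stay open. This second measure, set for monoculture library 2 alone, gave 75.3 ± 3.90% in co-maturation library 3, 31.9% in monoculture library 1, 48.1% in co-maturation library 2 and 236.3%, beyond its scale and against the first measure, in co-maturation library 1, so it was not read in co-maturation cultures, its exclusion in monoculture library 2 rests on this measure alone, and no biological explanation was tested.

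An unnamed cluster with myeloid and neuron markers held 15.4% of co-maturation library 3 (840 of 5453 cells, 95% interval 14.5 to 16.4) at a median of 1190 UMIs. An unnamed cluster with myeloid markers and glial leading genes, TNC among them, held 2.81% of co-maturation library 1 (203 of 7216 cells, 2.44 to 3.22). The first of these also held 27 and 64 cells of co-maturation libraries 1 and 2, and the second 12 and 107 cells of libraries 2 and 3. The unnamed collagen cluster held 0.502% of monoculture library 2 (68 of 13551 cells, 0.390 to 0.636). It also held 13, 4 and 4 cells of co-maturation libraries 1, 2 and 3. Features named as deprecated held 1.19% of all UMIs.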

How the results depend on the processing

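The alternatives marked here as added, including those that leave out a sub-cluster, a cluster or Flex library 3, were chosen after the data were seen. The culture and the probe barcode are confounded, the replicates are technical, and the lists lose every call with an estimated correlation. The estimate was below the preset 0.01 for lipid handling (-0.0167), cholesterol synthesis (0.00935), synapse (-0.0207), oxidative phosphorylation (-0.0151) and endothelial markers (-0.212). A larger correlation therefore did not end these calls, and what did was not tested. It was above 0.01 for the other lists that had passed. Over 26 alternatives the number of changed genes ranged from 7093 to 8969 against 8568, with 7896 for a block of the Flex library. With the replicate block there were 8212. The deviations of same-numbered libraries correlated at 0.0881 (number 1, which is also a shared Flex library) and 0.0736 (number 2, from different Flex libraries). Of 4325 values for named genes in the alternatives 4264 kept their call, 32 lost it, 26 gained it and 3 turned, and of 773 list calls 725 kept it, 42 lost it, 3 gained it and 3 turned. A further 35 gene values and 28 list values with no call changed sign. Depth limits monoculture library 2 most, where 47.3% of microglia had under 2000 UMIs. The DESeq2 Wald test gives no list value. The cause of a change was not tested unless stated.

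For the border macrophage list the adjusted p was 0.125 with no filter, 0.0520 with a block of the Flex library, 0.0581 with 500 UMIs and 250 genes, 0.0538 with 5% mitochondrial UMIs, 0.0555 with the marker gate, 0.0704 thinned, 0.0594 with cycling cells out and 0.0382 to 0.0587 on leaving out each library. Added alternatives gave 0.0558 without the CD1C sub-cluster, 0.0525 without cells with neuron or glia markers, 0.1997 without cluster 8 and 0.0601 without Flex library 3. For the endothelial list it was 0.275 with no filter, 0.0507 with 2000 UMIs and 1000 genes, with 5% mitochondrial UMIs and with the marker gate, 0.0605 and 0.0595 with ambient counts subtracted (barcodes under 100 UMIs, other cells), 0.0544 thinned and 0.0206 to 0.153 on leaving out each library. The added ones gave 0.0513 with the order of magnitude cell call, 0.0832 without the CD1C sub-cluster, 0.0570 without cells with neuron or glia markers and 0.0514 without Flex library 3.

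The neuron list gave 0.0581 with the marker gate, 0.0855 thinned, 0.0814 without cells with neuron or glia markers (added), 0.0107 to 0.0603 on leaving out each library, and turned lower at 0.0442 and 0.0196 with ambient counts subtracted, where the synapse list gave 0.307 and 0.562. The subtraction was scaled on neuron markers, so the turn of the neuron list was largely set by it. Thinned, the lysosome list gave 0.0873 and oxidative phosphorylation 0.0704. Without the CD1C sub-cluster (added) these gave 0.0907 and 0.131 and the cell cycle list 0.319, and without Flex library 3 (added) they gave 0.0514 and 0.0601. The cell cycle list turned higher at 0.812 without cluster 8 (added) and gave 0.000637 to 0.127 on leaving out each library. With 500 UMIs and 250 genes the adhesion list gave 0.323 and the mesenchymal list passed at 0.0254. The cells summed there included a collagen cluster, which the main comparison left out. MHC class II passed at 0.0445 without Flex library 3 (added) and gave 0.0420 to 0.169 on leaving out each library. The 3 gene values that turned were TAGLN (-9.69, ambient subtracted with barcodes under 100 UMIs) and, without the CD1C sub-cluster (the CD207-led one, left out of co-maturation while similar monoculture cells stayed), KIT (-1.44) and CIITA (-0.54).

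Some log2 fold changes kept their sign and call but moved by more than 1.5-fold. Without cluster 8 (added) these were SCIN (-9.51), TP53I11 (-7.10), CD9 (-6.70), APOC1 (-7.48), COL6A1 (-6.78), MMP2 (-5.85), PDGFA (-6.28), P2RX7 (-6.06), COLEC12 (-4.65), C2 (-2.63), CTSD (-2.21), CXCL8 (-2.58), EGR2 (-3.46), S100A9 (-2.23), PVALB (-8.09) and S100B (0.70). With ambient counts subtracted they were UCHL1 (-12.90), NCAM1 (-6.86), CUX2 (-5.71) and SLC1A3 (-4.62), with 500 UMIs and 250 genes MMP7 (-8.80), S100A6 (-5.59) and UCHL1 (-2.93), and thinned AQP9 (-11.44), TM4SF19 (-7.31), VWF (-4.45) and CSPG4 (-3.27). With cycling cells out they were BUB1B (-1.79) and CSPG4 (-5.36), and without the CD1C sub-cluster (added) ENPP2 (7.36).

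In co-maturation, microglia-like cells were 77.2% with 2000 UMIs and 1000 genes, 45.6% with 500 UMIs and 250 genes and 75.1% with the order of magnitude cell call, and unnamed clusters were 27.0% with 500 UMIs and 250 genes. For cell class shares per library: GFAP cluster, percent of cells, co-maturation mean, the values were 4.47 (2000 UMIs and 1000 genes) and 5.53 (order of magnitude cell call). For cell class shares per library: neuron, percent of cells, co-maturation mean, the value was 10.96 (500 UMIs and 250 genes). Cycling microglia at 2 of 8 markers were 8.34% in monocultures and 4.72% in co-maturation, and unthinned 7.05 ± 4.04% and 4.91%. The CD207-led sub-cluster held 15.6% at resolution 0.3 and 23.3% at resolution 1. The comparison of probe barcodes gave 22 calls with DESeq2 and 0 to 457 on leaving out each library (added).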

Other observations

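All 4 tests on the lipid-handling list in this section were chosen after the result was seen, and low counts per cell, depth per cell (median -1.96 after thinning) and RNA of another organism in co-maturation microglia were also looked at and dropped as explanations after being seen.

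The GFAP cluster combined some genes of astrocytes and of mesenchymal cells and lacked others. It held the actin-binding TAGLN at 20601 ± 1717 CPM (SD, n = 3 co-maturation libraries), the filament VIM at 10285 ± 474 and GFAP at 2259 ± 199.8 CPM, with the progenitor factor SOX2 at 1425 and the adhesion gene HEPACAM at 1116 CPM. The contractile gene ACTA2 stood at 1.75 ± 1.15 CPM (7 counts), below microglia at 22.2 ± 2.49, and the matrix gene FBN1 had 0 counts. Partner genes were far apart in it: the collagen chain COL1A1 stood at 6291 ± 581 CPM and its partner COL1A2 at 22.7 ± 10.4 CPM, and the neurofilament NEFL stood at 221 CPM beside STMN2 at 4555 ± 364 CPM. GFAP was detected in 56.4% and STMN2 in 92.4% of its cells, its median depth was 1576 UMIs, and the astrocyte transporter SLC1A2 had 0 counts.

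The collagen cluster (89 cells, 68 of monoculture library 2 and 13, 4 and 4 of co-maturation libraries 1, 2 and 3) expressed COL1A2 at 10306 and COL3A1 at 3397 CPM, with the matrix genes FN1 at 13640 CPM against 23.6 in monoculture microglia and SPARC at 13172 against 46.7 CPM.

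The lower lipid-handling list in co-maturation microglia (median log2 -1.95) could come from SPP1 taking a large part of the monoculture counts, from neurons or cells of the GFAP cluster among the summed microglia, or from the probe barcode and its hybridisation. Without SPP1 counts the median stayed at -1.86 over 26 genes, which excluded the first. Other cells would need to supply 74.1% of the RNA. Genes abundant in neurons stood at a median of 0.438% of their neuron level in co-maturation microglia (1139 genes, 90th percentile 9.17%). Those of the GFAP cluster stood at 0.869% (593 genes, 9.84%), so little RNA of either class was in the sum. Clusters with markers of another class had been left unnamed beforehand, so this test could hardly have come out otherwise. Without the CD207-led sub-cluster the list median was -1.80. Between co-maturation libraries of unlike probe barcode 0 of 27 members passed the threshold, but that cannot exclude the barcode because each barcode holds 1 culture. The culture condition stays open.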
